A study of Mus musculus with 8 samples. Its data were reported in "A Conditional Mouse Mutant in the Tumor Suppressor SdhD Gene Unveils a Link between p21WAF1/Cip1 Induction and Mitochondrial Dysfunction" (2014).

How the data were processed

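Kidney RNA of 8 +/- mice and 8 SDHD-ESR mice was measured on 8 two-colour arrays, 4 per group, with RNA of 2 mice on each array and a common pool of RNA from 8 +/+ mice as reference. For each array, 200 ng of RNA was labelled, with test RNA in Cy5 and the pool in Cy3 on all arrays and no dye swap. The authors read the arrays in a GenePix scanner and analysed them in Multi-Experiment Viewer. The values the authors deposited are described in the methods as the log ratio of the channels, and by the check below most are log2 ratios. Background correction and normalization between arrays are not given in the sources used here. The methods give the wavelengths of the dyes in swapped order, and this was left as it stands.

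The deposited values were checked before use. They were a mixture: 9.03% were whole numbers of up to 65024 in size, and 761 features held whole numbers on all arrays. Large whole numbers cannot be log ratios, while small ones can be the log2 of a simple ratio. All whole numbers were set to missing, so some true log2 ratios may have been dropped. Base 2 was read from dim spots, where 5087 values lay at the log2 of a ratio of whole numbers from 1 to 9, against 35 for the natural log and 69 for base 10. Feature numbers in the deposited table did not match those of the platform. Of 14 layouts tested, a scanner grid of 532 by 85 was chosen, because repeated spots of an accession then gave like values. The intraclass correlation over accessions with at least 10 spots was 0.843, against at most 0.017 for the other layouts. In 4901 accessions with fewer spots, not used in the choice, r between repeated spots was 0.313. It was -0.019 for the plain numbers (accessions are not independent replicates). The layout was thus inferred from the values and not from a key. Of 45220 features 33026 carried 1 gene symbol, for 22485 genes, and 12194 had no name and may include controls. The sign of all arrays was turned, because Sdhd, the deleted gene, stood above the pool on all 8 arrays in the deposited table. The choice was made on 1 feature. For Esr1, Foxq1, Slc7a12, Gldc and Tmprss9 in SDHD-ESR, the study's table of most changed genes has the turned sign and like sizes. Its table of hypoxia genes has the opposite sign for Pdk1 and Vegf. In 1078 features the log2 ratio lay within 0.01 of 0 on at least 6 arrays, as saturated spots would. They were kept in the tests. An alternative left out a wider set of 1725 features, near 0 on at least 2 arrays.

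Groups were taken from the labels. Arrays 1 and 2 of each group were on slide 1 and arrays 3 and 4 on slide 2. Comparisons were SDHD-ESR against +/-, each group against the pool, and the study's joint criteria (a false discovery rate of 0.05 against the pool and an unadjusted p of 0.05 between groups). Loss of Sdhd and presence of Cre came together, so they cannot be told apart. Features with at least 3 values per group (39253, of which 34401 had all 8 values) were fitted with limma 3.58.1 in R 4.3.3 with a mean per group and empirical Bayes moderation. The prior degrees of freedom were 1.55, and 1.46 after centring. Tests were two-sided and adjusted by Benjamini and Hochberg, with a threshold of 0.05. The values were tested as deposited, with the sign turned. Because the array medians differed, the fit was repeated with each array centred on its median. Single differences have an exact permutation test beside them, for which 4 against 4 arrays cannot go below p = 0.0286.

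For 42 gene lists, features of a gene were averaged (20462 genes, 18631 with values on all arrays) and 41 lists with at least 4 measured members were tested with camera at the preset correlation of 0.01, camera with an estimated correlation, and fry. The lists were drawn up from textbook knowledge after reading the paper, so some hold genes the study named from these samples, and these were counted. The shift of a list is the mean difference of its members minus that of all genes. Members near 0 and values by slide were tabulated beside it.

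The lists, the tests, the rule for named genes and most alternative settings were fixed before the data were examined. Named genes were those of an adjusted p of 0.05 or less without overlap between groups or, since fewer than 10 genes passed, the 20 of smallest unadjusted p; the 5 largest rises and 5 largest falls against the pool among features with an adjusted p of 0.05 or less and the same sign on all 4 arrays; Sdhd, other complex II subunits, Cdkn1a, Esr1, Tex12 and HIF targets in any case; and up to 4 members of smallest p in each list described. Poglut1 and the genes with several features in the closing observations were chosen after their values were seen.

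The steps were tested on simulated data in which 200 of 39253 features were changed. Noise was drawn independently for each feature on top of the array offsets, so correlated genes and repeated spots were not covered. At log2 changes of 1, 2 and 3, limma recovered 0%, 45.5% and 89.5% as deposited, with 0, 10 and 22 false calls. After centring it recovered 31%, 60.5% and 83.5%, with 4, 4 and 12 false calls. The share of false calls among all calls lay above 0.05 as deposited at changes of 2 and 3, and after centring at changes of 1 and 3. Alternatives tried were centring, quantile normalization, the slide or the replicate number as a block, each slide alone, complete features, a trended and robust variance, array weights, a plain test per feature, gene values, named features, each group's arrays alone, each array left out, a size limit of 1 in log2, and an estimated correlation. A further 3 involving features near 0 and centring were added after seeing the data. Tables were read with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.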

Results

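Messenger RNA of kidneys from male mice was measured on 8 two-colour arrays. In 4 arrays the test RNA came from +/- mice, which carried 1 null and 1 floxed allele of Sdhd and no recombinase. In the other 4 it came from SDHD-ESR mice, which also carried a Cre recombinase fused to an estrogen receptor and lost the floxed allele when tamoxifen was given. Sdhd encodes a membrane anchor subunit of succinate dehydrogenase, the respiratory chain complex II that also works in the Krebs cycle. Each array held RNA of 2 mice, so each group stood for 8 mice, and the common reference on all arrays was a pool of RNA from 8 +/+ mice. Mice received 100 µg/g tamoxifen daily for 4 days from the age of 9 weeks and were killed 1 week after the first injection. Values are log2 ratios of test RNA over the pool. Of 45220 features, 39253 had at least 3 values in each group and were tested, and 29803 of these named a gene. The number of arrays limits the precision of every value, and the signal over background of the spots is not known here.

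The arrays were not on a common level. Median log2 ratios were -0.19, -0.19, 0.20 and 0.41 for replicates 1 to 4 of +/- and 0.00, -0.06, 0.38 and 0.94 for replicates 1 to 4 of SDHD-ESR. The mean of the medians was 0.26 higher in SDHD-ESR than in +/- (exact permutation test, two-sided p = 0.4286), by 0.16 on slide 1 and 0.36 on slide 2. Slide 2 lay 0.59 above slide 1 (exact permutation test, two-sided p = 0.0286). Each slide held 2 arrays of each group. Position on the slide followed the group, so position and genotype cannot be told apart. Pearson's r between pairs of arrays, across features, ran from 0.335 to 0.459 (features are not independent replicates). Because of the shift of 0.26, differences of single genes between SDHD-ESR and +/- are given below relative to the median of each array. Their adjusted p is from that same centred fit, unless the values as deposited are named. Over all arrays, a difference as deposited lies about 0.26 above the centred one. Gene list tests (camera, camera with an estimated correlation, and fry) are of the values as deposited, unless centring is named.

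**Figure D1:**
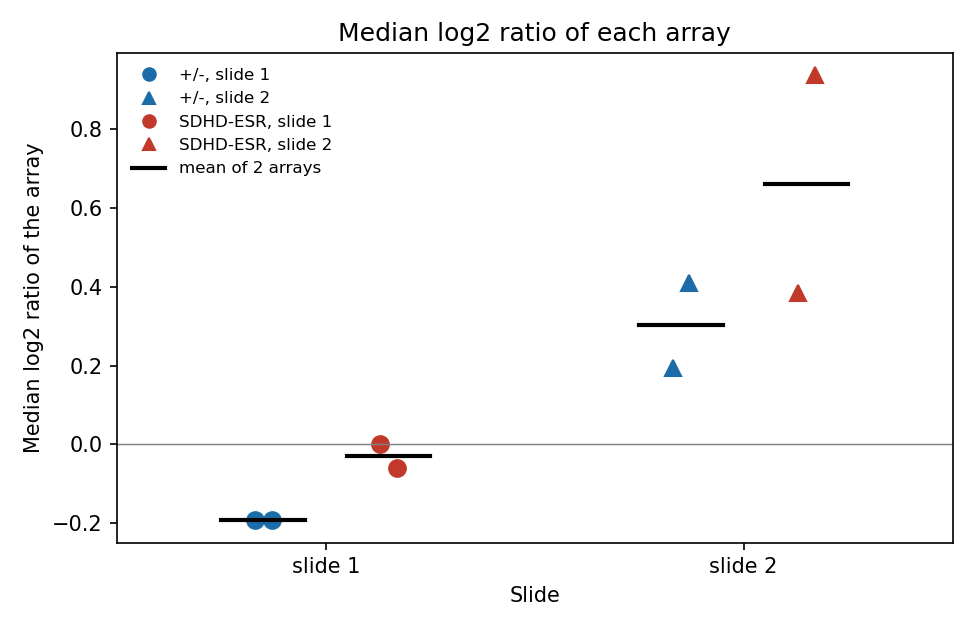
Median log2 ratio (test RNA over the +/+ pool) of each of the 8 arrays, by group and slide, with black bars for the mean of 2 arrays. The medians run over a range of 1.13, and the 4 arrays of slide 2 lie above the 4 arrays of slide 1.

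The first question was whether the targeted gene was lost. As deposited, Sdhd lay at -0.98, -0.60, -0.73 and -0.52 in +/- and at -4.26, -3.72, -4.66 and -2.32 in SDHD-ESR. The means were -0.71 ± 0.20 and -3.74 ± 1.02 (SD, n = 4 each), which is 61.3% and 7.50% of the pool. Relative to the array medians the difference was -3.29 ± 0.37 (SE, n = 4 per group), a fold of 0.102, and all SDHD-ESR values lay below all +/- values (exact permutation test, two-sided p = 0.0286, the smallest that 4 against 4 can give). The difference was -3.20 on slide 1 and -2.86 on slide 2 as deposited. It did not pass adjustment over all features in limma (adjusted p = 0.645 as deposited and 0.108 centred). Where the probe lies relative to the deleted part of the gene is not known. The sign of all values was likely reversed in the deposited table, because Sdhd stood above the pool there on all 8 arrays, and every value here is turned on that basis.

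SDHD-ESR against +/- asks how the kidney responds to loss of the remaining Sdhd allele. Tex12, a protein of the synaptonemal complex of meiosis whose gene lies beside Sdhd, rose 11.3-fold in SDHD-ESR kidneys. Foxq1, a forkhead transcription factor, was 4.78-fold higher, and passed adjustment as deposited but not after centring (limma, adjusted p = 0.111). Relative to all genes, the acute phase and cytokine response list lay higher, and lists of the cell cycle, fatty acid synthesis, androgen-dependent kidney genes and markers of fibroblasts and macrophages lay lower. Cdkn1a, the cyclin-dependent kinase inhibitor p21, was 2.88-fold higher without passing adjustment. HIF target genes as a group were not called. No list call held with an estimated correlation (adjusted p from 0.434 to 0.955).

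Few single features passed adjustment. As deposited, limma called 2 features higher and 0 lower at an adjusted p of 0.05 or less, while 1668 had an unadjusted p of 0.05 or less. The 2 were Tex12 (log2 difference 3.76 ± 0.19, SE, adjusted p = 0.00354) and Foxq1 (2.52 ± 0.17, adjusted p = 0.0136). After centring, 5 were called higher and 1 lower, and 2835 had an unadjusted p of 0.05 or less (1 feature was called in both fits). Foxq1 missed the threshold then (2.26 ± 0.27, adjusted p = 0.111). As deposited it also missed it without replicates 1, 2 or 3 of either group, and Tex12 passed without any single array. The 5 higher features were 3 of Tex12 and 2 of Kynu, the kynureninase of tryptophan breakdown, and the lower was Tmprss9, a transmembrane serine protease (-2.17 ± 0.12, a fold of 0.222, adjusted p = 0.00571). All 10 Tex12 features had an unadjusted p of 0.05 or less in limma, with differences from 2.42 to 4.42. Non-overlapping groups were seen in 1163 features as deposited (2.96%) and in 2108 after centring (5.37%), against 2.86% by chance.

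The rule for named genes took the 20 genes of smallest p as deposited, 18 of them higher and 2 lower in SDHD-ESR. In all 20 the groups did not overlap as deposited, which follows largely from their choice by p on the same values and is no further support. After centring the groups did not overlap in 19, Cyp3a13 being the exception. A single Esr1 feature was 3.16 ± 0.47 higher (adjusted p = 0.268), while the other 11 Esr1 features had a median difference of -0.10 as deposited. Gldc, the glycine decarboxylase of the glycine cleavage system, was 1.57 ± 0.23 higher (adjusted p = 0.268). Abcc3, an organic anion transporter, was 1.05 ± 0.11 higher (adjusted p = 0.0724). Pon1, a paraoxonase, was 1.31 ± 0.22 higher from 3 values in +/-, and its 10 features ran from 0.65 to 1.42. Id1, an inhibitor of DNA binding by other transcription factors, was 1.22 ± 0.30 higher, and Cish, a STAT5-induced inhibitor of cytokine signalling, 1.52 ± 0.38 higher. Mrgprg, Retnlg and Cd40lg differed by 2.09, 1.89 and 2.27, with Cd40lg from 3 values in +/-. Gm10639, Eva1c and Cyp3a13 differed by 1.19, 0.82 and 0.71. The second feature lay at -0.13 beside 1.53 in Atp13a4 and at 0.22 beside 0.96 in Sytl3. The 12 features of Ncbp3 ran from -0.34 to 1.10, with a median of 0.33. Rps3a1 was 0.86 higher in a feature, while its others held ratios near 0 on most arrays.

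**Figure D2:**
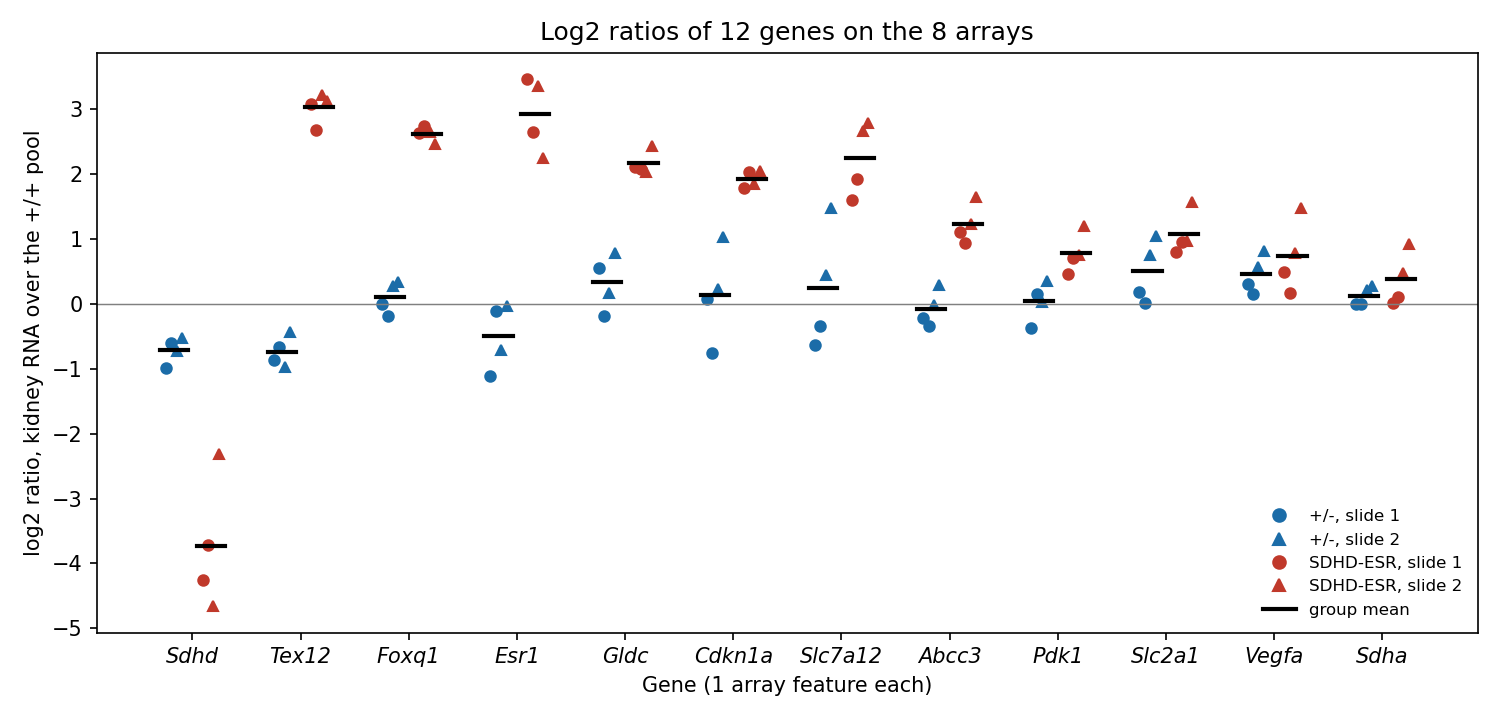
Log2 ratio over the +/+ pool of 12 genes (a single feature each, as deposited with the sign turned) on each of the 8 arrays, by group and slide, with black bars for the group means. In all of these genes but Slc2a1, Vegfa and Sdha the 4 SDHD-ESR arrays lie apart from the 4 +/- arrays.

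Acute phase and cytokine response genes rose together by 0.73 relative to all genes (0.97 on slide 1 and 0.49 on slide 2). Camera called the shift at its preset correlation (adjusted p = 7.3e-16) and lost it otherwise (adjusted p = 0.434 with an estimated correlation). Of 23 measured members, 22 lay higher as deposited and 20 after centring, 0 passed limma's adjustment over all genes (14 at an unadjusted p of 0.05 or less), and 13 passed adjusted over the list alone (6 after centring). The study named 14 of the members from these samples, so this is not independent evidence of their direction. Saa2, a serum amyloid A protein, was 2.48 ± 0.51 higher than in +/-, yet lay below the pool in both groups (-5.65 ± 0.85 and -3.17 ± 0.74, SD, n = 4 each). Nfil3, a basic leucine zipper repressor, was 1.20 ± 0.33 higher and Fga, the fibrinogen alpha chain, 1.16 ± 0.41 higher. Liver markers lay at a mean of -1.25 in +/- and -0.87 in SDHD-ESR relative to all genes. Albumin (Alb) was at -3.30 ± 0.56 and -2.08 ± 1.67.

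Cell cycle genes fell by 0.44 relative to all genes (a shift of -0.60 on slide 1 and -0.28 on slide 2; camera, adjusted p = 1.19e-09, and adjusted p = 0.756 with an estimated correlation). Of 24 measured members, 12 lay higher and 12 lower as deposited, and 3 higher and 21 lower after centring. In limma 0 passed adjustment over all genes, 0 passed adjusted over the list alone and 0 had an unadjusted p of 0.05 or less as deposited, against 4 adjusted over the list alone and 9 unadjusted after centring. Mki67, the Ki-67 proliferation antigen, was at -0.21 ± 0.25 in +/- and -1.53 ± 0.90 in SDHD-ESR (SD, n = 4 each). Differences were -0.73 ± 0.19 for Birc5 (survivin), -1.11 ± 0.45 for the spindle factor Tpx2 and -0.91 ± 0.31 for the checkpoint kinase Bub1. As deposited, where differences over all arrays lie about 0.26 above the centred ones, these members also moved with single arrays. Without replicate 2 of SDHD-ESR Mki67 was then at -0.52 and Birc5 at -0.21. Without replicate 1 of SDHD-ESR Tpx2 was at -0.29 and Bub1 at -0.10. Birc5 was 0.02 higher as deposited on slide 2 alone. Cdkn1a was 1.52 ± 0.30 higher (adjusted p = 0.388) in a feature whose groups did not overlap. Of its 11 features, 10 had an unadjusted p of 0.05 or less in limma, and the centred differences ran from -0.06 to 1.62. The list of 24 p53 target genes shifted by 0.12 (camera, adjusted p = 0.194 as deposited, 0.0325 after centring, and adjusted p = 0.955 with an estimated correlation). Btg2, an antiproliferative p53 target, was 0.39 ± 0.15 higher.

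Genes of amino acid metabolism rose by 0.17 relative to all genes, by 0.39 on slide 1 and not on slide 2 (-0.04). Camera gave an adjusted p of 0.00789, and adjusted p = 0.955 with an estimated correlation. With the slide as a block the adjusted p was 0.074, and the call was also lost without replicate 1 or 2 of SDHD-ESR (adjusted p = 0.124 and 0.135). Of 32 measured members 30 lay higher and 2 lower as deposited, and 17 higher and 15 lower after centring, and 2 passed adjusted over the list alone, Gldc among them; the study named 5 of them from these samples, so this is not independent evidence. After centring 1 member passed over all genes. This was Kynu, which rose by 1.03 ± 0.07 (adjusted p = 0.00592). Bhmt, which remethylates homocysteine from betaine, was 1.70 ± 0.51 higher, and the decarboxylase Ddc 0.41 ± 0.12 higher.

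Fatty acid synthesis genes fell by 0.34 relative to all genes (a shift of -0.45 on slide 1 and -0.22 on slide 2; camera, adjusted p = 3.62e-04, and adjusted p = 0.955 with an estimated correlation). Of 16 measured members 11 lay higher and 5 lower as deposited, and 3 higher and 13 lower after centring, when 3 passed limma adjusted over the list alone; as deposited 0 did, 0 passed over all genes and 1 had an unadjusted p of 0.05 or less. The study named 1 member from these samples. Differences were -1.06 ± 0.24 for the desaturase Scd1, -1.33 ± 0.33 for the fatty acid synthase Fasn and -1.13 ± 0.29 for Thrsp, a lipogenic regulator. Fat tissue markers shifted by about as much without being called (-0.32, with -0.63 on slide 1 and -0.01 on slide 2; camera, adjusted p = 0.121). Cholesterol synthesis genes shifted by -0.18 (camera, adjusted p = 0.194 as deposited and 0.0115 after centring, and adjusted p = 0.955 with an estimated correlation). Idi1, the isopentenyl diphosphate isomerase, was at -1.56 ± 0.16 (adjusted p = 0.0738), and the next 3 members of smallest p lay higher.

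Lists of sex-dependent genes of the kidney were also measured. Androgen-dependent kidney genes fell by 0.51 relative to all genes (a shift of -0.48 on slide 1 and -0.54 on slide 2; camera, adjusted p = 5.61e-07, and adjusted p = 0.434 with an estimated correlation). Of 13 measured members 8 lay lower as deposited and all 13 after centring, when 4 passed adjusted over the list alone; as deposited limma passed 0 over all genes, 0 adjusted over the list alone and 0 unadjusted. Of the 13, 6 had values near 0 on most arrays, and the 5 left without any feature near 0 on 2 or more arrays gave an adjusted p of 5.74e-07. The study named 3 of the members from these samples, so this is not independent evidence. Differences were -1.72 ± 0.53 for the organic anion carrier Slco1a1, -0.76 ± 0.16 for ornithine decarboxylase (Odc1), -1.14 ± 0.51 for Acsm3 and -0.57 ± 0.11 for beta-glucuronidase (Gusb). As deposited, the differences over all arrays lie about 0.26 above these centred ones. Without replicate 2 of SDHD-ESR the differences as deposited were -0.81, -0.24, -0.22 and -0.12 for Slco1a1, Odc1, Acsm3 and Gusb. Of the female-biased kidney genes only 3 were measured, too few for a list test, and the study named 2 of them. All 3 passed adjusted over the list alone as deposited and 2 after centring. Besides Abcc3 they were the amino acid transporter Slc7a12 (1.74 ± 0.33 higher) and the fatty acid hydroxylase Cyp4a14 (1.27 ± 0.64 higher). The estrogen response list shifted by -0.02 (camera, adjusted p = 0.714).

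Among markers of stromal and immune cells, those of fibroblasts, macrophages and endothelium were called lower, and those of lymphocytes and neutrophils were not called. Fibroblast and mesangial markers fell by 0.56 relative to all genes, with the same shift on each slide (camera, adjusted p = 8.75e-07, and adjusted p = 0.568 with an estimated correlation), with 7 of 9 lower as deposited and 8 after centring. The collagens Col3a1 and Col1a1 differed by -0.74 ± 0.29 and -0.79 ± 0.35, the matrix protein Postn by -1.08 ± 0.59, and Dcn by 0.03 ± 0.23. As deposited, differences over all arrays lie about 0.26 above the centred ones. On that scale Col3a1 and Col1a1 were at -0.06 and -0.06 without replicate 2 of SDHD-ESR. Col1a1 was at 0.10 on slide 2 alone, and Postn was at -0.47 without replicate 4 of SDHD-ESR. Interferon response genes fell by 0.29 (camera, adjusted p = 4.72e-06, and adjusted p = 0.756 with an estimated correlation), with 11 of 19 lower as deposited and 18 after centring, when 3 passed adjusted over the list alone; without replicate 2 of SDHD-ESR the shift was -0.47. The antiviral Rsad2 and the immunoproteasome subunit Psmb9 differed by -0.70 ± 0.12 and -0.50 ± 0.13, and Gbp3 by 0.71 ± 0.43. Psmb9 was at -0.10 as deposited without replicate 4 of +/-. Macrophage markers fell by 0.29 (camera, adjusted p = 0.00255, and adjusted p = 0.900 with an estimated correlation), with 5 of 11 lower as deposited and all 11 after centring. Endothelial markers fell by 0.24 (camera, adjusted p = 0.0427, and adjusted p = 0.955 with an estimated correlation), with 4 of 9 lower as deposited and 8 after centring, when 3 passed adjusted over the list alone. The endothelial call was lost without replicates 1, 2 or 4 of +/- or replicates 2 or 3 of SDHD-ESR. As deposited limma passed 0 members of these 4 lists over all genes, adjusted over the list alone or unadjusted. Lymphocyte markers shifted by -0.24 and neutrophil markers by 0.11 (camera, adjusted p = 0.0811 and 0.744).

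HIF target genes were the response the study asked about. Their 29 measured members shifted by -0.09 relative to all genes (0.00 on slide 1 and -0.18 on slide 2; camera, adjusted p = 0.835), with 26 higher and 3 lower as deposited and 12 higher and 17 lower after centring. In limma 0 passed over all genes, 0 passed adjusted over the list alone and 3 had an unadjusted p of 0.05 or less. Pdk1, which turns pyruvate away from the Krebs cycle, was at -0.01 ± 0.24 in +/- and 0.47 ± 0.22 in SDHD-ESR relative to the array median, a difference of 0.48 ± 0.16 (adjusted p = 0.606). For Pdk1 and Vegfa the direction found here against the pool is opposite to the one the study gives from its arrays, while its PCR of Vegf gave a rise in SDHD-ESR kidneys at a later time. Vegfa, the endothelial growth factor, differed by 0.01 ± 0.09, the glucose transporter Slc2a1 by 0.31 ± 0.14 and the HIF hydroxylase Egln3 by 0.11 ± 0.22. Hif3a differed by 0.61 ± 0.22 and the thiol oxidase Ero1a by 0.29 ± 0.32. Hexokinase Hk2 differed by 0.04 as deposited and -0.22 ± 0.28 centred, and an Ldha feature by -0.0038 as deposited and -0.26 ± 0.10 centred. The other Ldha features lay within 0.01 of 0 on 5 of 8 arrays each, so no difference is read from them.

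Of the other subunits of complex II, Sdha differed by 0.26 as deposited and -0.01 ± 0.10 centred, and an Sdhc feature by 0.22 and -0.04 ± 0.07, so that their sign depended on centring. Both Sdhb features and the other Sdhc feature held ratios near 0 on most arrays, so they give no evidence for or against a change. The list of other complex II genes shifted by -0.10 (camera, adjusted p = 0.745). Subunits of complex I, of complexes III and IV and of the ATP synthase were called lower as lists, at -0.18, -0.23 and -0.23 (camera, adjusted p = 0.0273, 0.00841 and 0.00789; adjusted p = 0.955, 0.756 and 0.756 with an estimated correlation). Of their 35, 20 and 14 members, 16, 14 and 9 lay near 0 on most arrays. Without any feature near 0 on 2 or more arrays, 14, 5 and 4 were left and the adjusted p were 0.841, 0.827 and 0.844. Leaving out single arrays kept the calls in 4, 4 and 5 of 8 fits. They were lost without replicates 1 or 2 of +/- or replicate 4 of SDHD-ESR, and those of complex I and of complexes III and IV also without replicate 3 of SDHD-ESR; without replicate 4 of SDHD-ESR the shifts were -0.06, -0.08 and -0.09. Krebs cycle enzymes shifted by -0.11, glycolytic enzymes by -0.10, gluconeogenic enzymes by -0.13, fatty acid oxidation genes by -0.02, and mitochondrial chaperones and proteases by -0.07, with adjusted p of 0.744, 0.746, 0.796, 0.745 and 0.835.

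Of the stress and injury lists a single one was called. Glucocorticoid response genes were called higher by 0.29 as deposited (camera, adjusted p = 0.00275, 0.0758 after centring, and adjusted p = 0.756 with an estimated correlation), with 0.73 on slide 1 and -0.15 on slide 2. The call was lost without replicate 1 or 2 of SDHD-ESR (0.14 and 0.13, adjusted p = 0.166 and 0.128), and without replicate 4 the shift was 0.47. Their members Fkbp5 and Zbtb16 differed by 0.90 ± 0.55 and 1.06 ± 0.59. Tubular injury genes shifted by 0.19 (0.52 on slide 1 and -0.14 on slide 2; adjusted p = 0.0584), with Myc at 0.75 ± 0.29, Lcn2 at 0.56 ± 0.19, Sox9 at 0.53 ± 0.22 (0.32 as deposited without replicate 2 of +/-) and Il34 at -0.70 ± 0.19. ATF4 and NRF2 target genes shifted by 0.08 and 0.02 (adjusted p = 0.0628 and 0.454) and circadian clock genes by -0.03 (adjusted p = 0.665). Nephron segment markers gave -0.17 for the proximal tubule, -0.08 for the loop of Henle, 0.15 for the distal tubule, 0.11 for principal cells, 0.04 for intercalated cells and -0.07 for podocytes, with none called. Markers of other tissues gave 0.13 for adrenal, -0.19 for blood and 0.38 for liver, and reference genes gave -0.09, also with none called. The neighbours of Sdhd shifted by 0.23 (adjusted p = 0.745), with Tex12 alone passing.

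**Figure D3:**
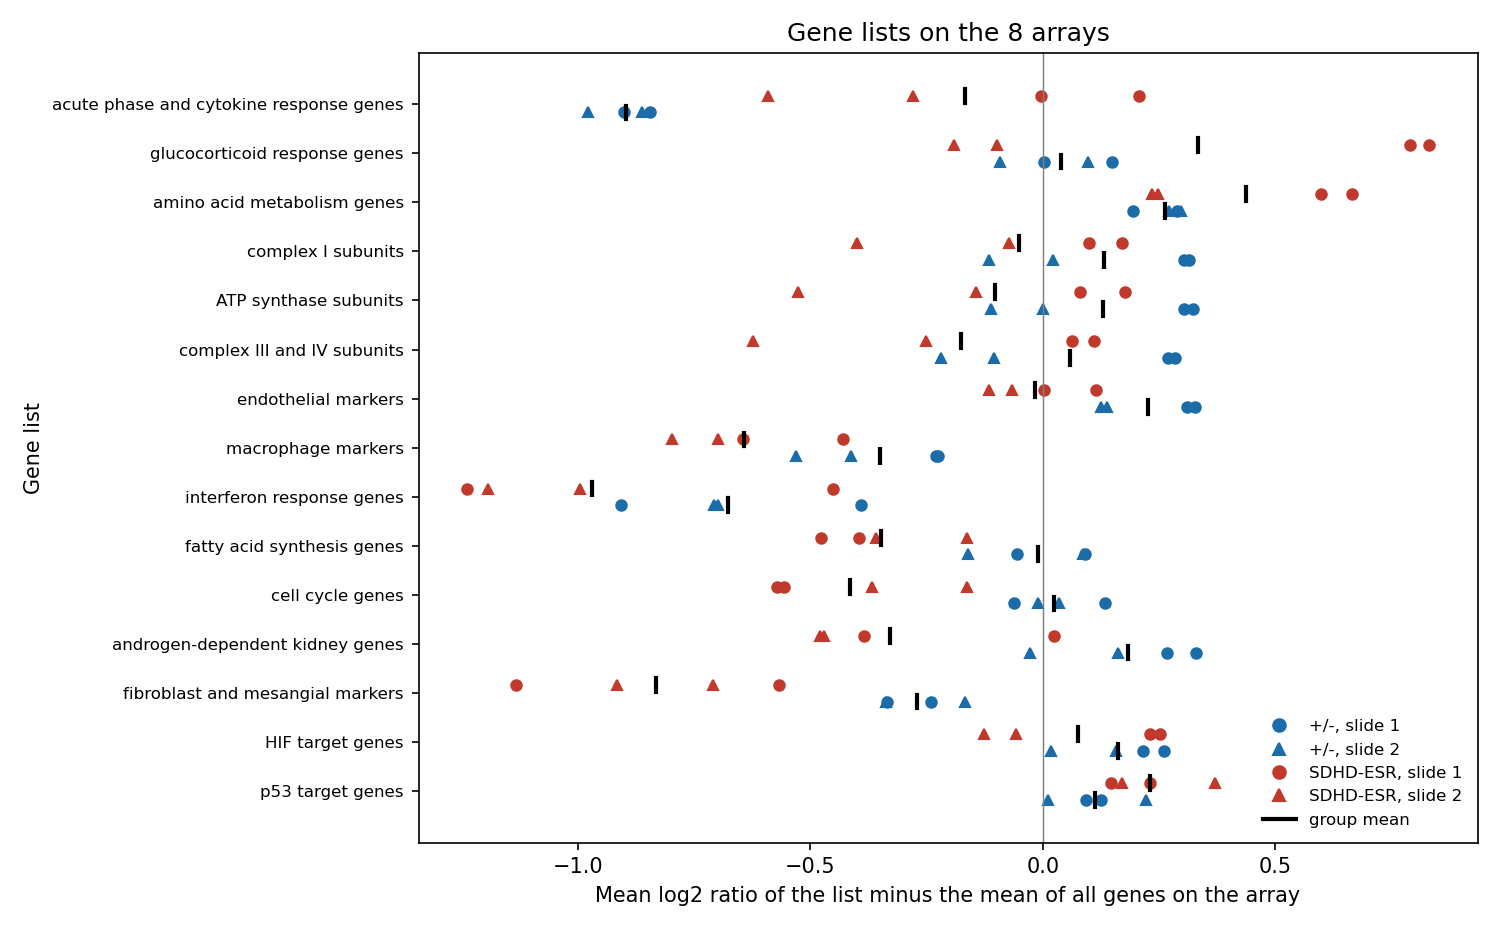
Mean log2 ratio of the 13 called lists, HIF target genes and p53 target genes on each array, minus the mean of all genes on that array, by group and slide, with black bars for the group means. Acute phase genes lie at a mean of -0.90 in +/- and -0.17 in SDHD-ESR, and fibroblast markers at -0.27 and -0.83.

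Across the 41 lists tested, camera called 3 higher and 10 lower as deposited, and 12 of these 13 also after centring. None of the 13 held with an estimated correlation, as deposited or after centring (camera, smallest adjusted p then 0.268). The fry test of a common direction called none (smallest adjusted p = 0.219, and 0.0929 after centring). Its mixed test, in which members may go either way, called acute phase genes (adjusted p = 0.0102) and the neighbours of Sdhd (1.29e-04). After centring it called further lists, among them cell cycle genes (0.00964) and amino acid metabolism genes (2.86e-05). Without features near 0 on 2 or more arrays, a test added after the data were seen, 9 of the 13 were still called.

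The study selected genes by a false discovery rate against the pool together with a p-value between the groups. By these criteria in limma, 264 features of 177 genes were higher and 39 of 22 genes lower in SDHD-ESR (87.1% higher). After centring they were 696 and 777 (47.3% higher), with 222 features shared, and with the slide as a block 4010 and 268. Without replicates 1, 2 and 3 of +/- in turn the count was 161, 169 and 170, and without those of SDHD-ESR 173, 164 and 101. Without replicate 4 of SDHD-ESR, whose median was highest, 59.3% were higher.

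SDHD-ESR against the pool asks how mutant kidneys differ from wild type. Values here are as deposited, because the test is of a level against 0. Tex12 (3.74 ± 0.76, SD, n = 4), Esr1 (2.93 ± 0.58), Foxq1 (2.62 ± 0.12), Slc7a12 (2.24 ± 0.57) and Gldc (2.16 ± 0.18) rose most among called features, with adjusted p from limma of 0.00138, 0.0017, 2.39e-05, 0.0253 and 0.00105. Besides Sdhd (adjusted p = 0.00184), the strongest falls among called features were in the lectin receptor Clec4a3 (-2.97 ± 1.42), Saa2 (-2.85 ± 1.01), the urea-forming arginase Arg1 (-2.19 ± 1.09) and Ccdc27 (-2.18 ± 1.00, and -2.68 without replicate 4), with adjusted p of 0.0421, 0.0213, 0.0347 and 0.0462. In all, 489 features were higher and 237 lower, of which 355 named no gene. After centring 5672 were higher and 3031 lower, with 703 shared, and with the slide as a block 14426 were higher and 1378 lower. Without replicates 1, 2 and 3 of SDHD-ESR in turn the count was 394, 429 and 352, and of the 8 fits that left out an array, Slc7a12 was called in 3, Saa2 in 5, Arg1 in 2 and Ccdc27 in 1. Clec4a3 was called in 3 of the 5 such fits that tested it. The pool was a single sample in a single dye. This test thus holds no spread of the +/+ mice, and any dye effect remains in it. Clec4a3, Saa2, Arg1 and Ccdc27 lay below the pool in +/- too, on every array with a value. For these genes the makeup of the pool and an effect of the null allele, which both groups carry, cannot be told apart.

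+/- against the pool asks how kidneys with 1 null allele differ from the +/+ pool. Saa2 (-5.59 ± 0.92, SD, n = 4), the fatty acid binding protein Fabp1 (-3.80 ± 1.02), Olfr976 (-3.37 ± 1.69), Six3 (-3.12 ± 1.13) and the RNA-binding protein Msi1 (-3.09 ± 0.80) fell most among called features, with adjusted p from limma of 8.49e-04, 0.044, 0.0416, 0.0264 and 0.00606. The largest called rises were in the homeobox gene Six6 (1.57 ± 0.21), Gm20878 (0.91 ± 0.18), Igsf9 (0.87 ± 0.20), Scn8a (0.87 ± 0.18) and Wdr89 (0.87 ± 0.21), with adjusted p of 0.0495, 0.0243, 0.0288, 0.0334 and 0.0319. Gm20878, Igsf9, Scn8a and Wdr89 lay close together on each array. They were at 0.67, 0.59, 0.66 and 0.64 on replicate 2 of +/-, and at 1.93, 1.95, 1.86 and 1.95 on replicate 4 of SDHD-ESR. These are thus not read as separate rises of single genes, and the source of the shared level was not tested. Second features differed in Six3 (-0.68), Msi1 (0.31), Igsf9 (0.39) and Wdr89 (0.31), and other Scn8a features were at -1.07 and -0.26. Sdhd itself did not pass (adjusted p = 0.445). In all, 152 features were higher and 306 lower, 314 of them naming no gene. They were 3934 and 2332 after centring, with 458 shared, and 268 and 495 with the slide as a block. With only named features fitted, 0 were higher and 5 lower, and with gene values 0 and 4, so none of the rises above was called then. Without replicates 1 to 4 of +/- in turn the count was 268, 182, 210 and 237, and of the 8 fits that left out an array, Saa2 and Msi1 were called in 8, Gm20878 in 3, Igsf9 in 2, and Fabp1, Olfr976, Scn8a and Wdr89 in 1. Six3 was called in 2 and Six6 in 0 of the 5 such fits that tested them (limma, adjusted p = 0.0549 to 0.202 for Six6). The limits of a single pool hold here too. Saa2, Fabp1, Olfr976 and Msi1 lay below the pool on all arrays of both groups. Relative to all genes, the mean log2 ratio of liver markers was low in both groups too, at -1.25 ± 0.28 in +/- and -0.87 ± 0.58 in SDHD-ESR (SD, n = 4 each). Both groups carry a null allele and share the pool, so an effect of the allele and the makeup of the pool cannot be told apart.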

Values the study reported

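The study reported that Sdhd mRNA fell to 7% in the kidney of SDHD-ESR mice, with a log ratio of −3.737. It listed Cdkn1a in the kidney of SDHD-ESR mice at a log ratio of 1.964, among genes that passed its false discovery rate. It also reported that RT-qPCR of the array RNA bore out the rise, and that p21 protein rose in its mutant cell lines. Among hypoxia-responsive genes of the kidney of SDHD-ESR mice it listed Pdk1 at −0.785, Vegf at −0.621, Glut1 at −0.455, HK2 at 0.021 and LDHA at 1.481. By RT-qPCR it reported a rise of Vegf in the kidney of SDHD-ESR mice at the later of its time points. Its levels of Glut1 tended to be higher in +/-, without significance, and did not rise significantly further in SDHD-ESR.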

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

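The test of values as deposited was chosen only after the result was seen. Of 85 groups of 4 values of the named genes as deposited, 6 held a lone extreme value (Dixon's test at its 95% critical value), where about 4.2 would by chance. In all 6 it was replicate 4 of SDHD-ESR, the array with the highest median. Ccdc27 lay at -0.6872 there and from -2.7063 to -2.6439 on the other 3 arrays of the group, Rps3a1 at 1.6538 (others 0.9785 to 1.0744), Scn8a at 1.8559 (others 1.2204 to 1.3268) and Wdr89 at 1.9503 (others 1.3798 to 1.412). Sdhb at 0.2798 (others -0.0025 to 0.0012) and Ldha at 0.6087 (others -0.0261 to 0.0692) were features near 0 on most arrays. After centring none of these 6 passed.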

How the results depend on the processing

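The tests without features near 0 and with centring and the slide as a block together were chosen only after seeing the data; the others were planned. Of 2204 values of 103 single genes and lists under the alternatives, 1898 kept their direction and side of the threshold, 251 lost a call, 25 gained one and 30 reversed. An uncalled value that stayed uncalled counts among the 1898. Of the single-gene differences between groups, only Tex12 and Foxq1 were called in the main fit, so the 1898 does not measure how firm the calls are. Of 141 counts and Sdhd values, 71 stayed within 1.5 times or kept their call. The arrays' signal over background was not available, and where no reason is given below the cause was not tested.

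Counts are given in the order SDHD-ESR against +/-, SDHD-ESR against the pool, +/- against the pool and the study's criteria, from 2, 726, 458 and 303. Median centring gave 6, 8703, 6266 and 1473. Without features near 0 as well it gave 7, 8907, 6539 and 1492. Centring with the slide as a block gave 10142, 7458 and 1815 for the last 3, quantile normalization 15664, 15718 and 1362, and the slide as a block 15804, 763 and 4278. Slide 1 alone gave 0, 35, 109 and 3, and slide 2 alone 0, 0, 0 and 0 in limma on fewer arrays, with 6638 and 1650 features at an unadjusted p of 0.05 or less between groups. Slide 2 alone called 8 gene lists in place of 13, and an estimated correlation called 0 of 41. With trended and robust variance the first 3 were 23, 1517 and 182. Array weights gave 7, 7513, 954 and 1917, and Sdhd at -3.35 then passed (adjusted p = 0.0275, against 0.0707 to 1 under the other alternatives). A plain test per feature gave 17, 81 and 7 for the last 3, gene values 103, 4 and 74, and named features 186, 5 and 140. Each group's arrays alone gave 82, 251 and 22. A log2 difference of at least 1 left 105 features by the study's criteria. Without features near 0 the first count was 10 and the third 821. The replicate number as a block gave 1 for the first, but residuals of arrays with the same number had correlations across features of 0.038, 0.035, -0.018 and 0.075, so the numbers do not pair the arrays.

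With each array left out in turn, counts ran from 1 to 2, 352 to 660, 182 to 561 and 101 to 306, called lists from 9 to 15 and Sdhd from -3.50 to -2.72.

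Reversed values were as follows. Centring, with or without the slide as a block, took Sdha to -0.0052, Sdhb to -0.19, Sdhc to -0.045, Hk2 to -0.22 and Ldha to -0.10, and Sdhc and Hk2 had the same values without features near 0; here subtracting the shift of the medians is the cause. Quantile normalization gave -0.017, -0.18, -0.10, -0.24 and -0.10 for the same genes and -0.056 for Vegfa. Slide 1 alone gave Hk2 -0.18 and Ldha -0.012. Slide 2 alone gave amino acid metabolism genes -0.053, glucocorticoid response genes -0.16, Birc5 0.025, Dcn -0.10 and Col1a1 0.10. Array weights gave Hk2 -0.36, and with each array left out in turn it ran from -0.26 to 0.25 (-0.10 and -0.044 without replicates 2 and 4 of +/-, -0.26 without replicate 4 of SDHD-ESR). Scn8a in +/- against the pool was -0.16 as the mean of its features.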

Other observations

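The tests below on genes with several features, on list means per array, and on Esr1, Tex12 and the excess of higher features were chosen only after the results were seen, as were those on splits balanced over slides and the use of the larger count of a split and its mirror. Those on all other splits of the arrays and on lone extreme values were chosen before. Differences between SDHD-ESR and +/- were also read in genes with several features, on the same arrays. Of 1193 genes with at least 3 features, 11 had a centred p of 0.05 or less in limma with the same sign in every feature. Features of a gene may be repeats of the same probe. Over all features, 2835 of 39253 had a centred p of 0.05 or less, and the 11 genes were not held against chance. Hsd11b1, the enzyme that reactivates glucocorticoids, was lower in all 10 features, by a median of -1.33 (from -1.37 to -1.29). Degs2, a sphingolipid hydroxylase, was lower in 10 features by a median of -0.94, and Gusb in 10 by -0.56. Socs2, a STAT5-induced inhibitor of growth hormone signalling, was higher in 12 features by a median of 1.27, and Bhmt in 3 by 1.73. Besides Tex12, the others were Bcat1 (-0.83), Vps8 (-0.64), Amz1 (-0.50), Cyp2j13 (-0.44) and 1810037I17Rik (-0.41). As deposited the medians of Degs2 and Gusb were -0.68 and -0.30, and these genes, Bcat1, Vps8, Amz1, Cyp2j13 and 1810037I17Rik had 0 features at an unadjusted p of 0.05 or less in limma. At gene level Tex12 alone of the 11 passed adjustment over all genes in limma.

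List means were also compared array by array, relative to all genes on the same array. In 8 of 42 lists the groups did not overlap (exact permutation test, two-sided p = 0.0286 each, smallest adjusted p = 0.1502), where chance gives 2.86%, or 1.2 lists. The count cannot be held against chance alone, because some of these lists hold genes the study named from these samples (14 of 23 acute phase genes and 2 of 3 female-biased genes) and the neighbours of Sdhd include Tex12. Acute phase genes lay at -0.90 ± 0.06 in +/- and -0.17 ± 0.35 in SDHD-ESR (SD, n = 4 each). Cell cycle genes lay at 0.02 ± 0.08 and -0.41 ± 0.19, and fibroblast markers at -0.27 ± 0.08 and -0.83 ± 0.25. Fatty acid synthesis genes lay at -0.01 and -0.35, cholesterol synthesis genes at 0.14 and -0.04, endothelial markers at 0.23 and -0.02, female-biased genes at 0.15 and 1.48, and the neighbours of Sdhd at 0.03 and 0.26. Androgen-dependent genes (0.18 and -0.33) and HIF target genes did overlap, with an exact p of 0.0571 and 0.4286.

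A single Esr1 feature stood apart from the rest of its gene. Within arrays it was 3.47 higher than the mean of the other Esr1 features in SDHD-ESR as compared with +/-, which restates how it was found and is no further test. A rise of the whole Esr1 transcript is argued against, because the other 11 features had a median difference of -0.10 (SD 0.29). Transcripts of the Cre-ER transgene, which holds part of an estrogen receptor, are a candidate source of the signal. This stays open, because probe sequences were not compared with the transgene.

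Tex12 rose beside the deleted gene. A change of all genes around Sdhd is argued against, because the other 8 neighbours had a median centred difference of -0.17 (SD 0.20, from -0.55 to 0.05). The null allele alone would raise it in +/- as well, where it lay at -0.65 (SE 0.16) relative to the array median. A flaw of single spots is argued against too, since 10 of 10 features were higher at an unadjusted p of 0.05 or less in limma. Transcripts that run on from the recombined Sdhd allele, and Cre itself, remain possible sources and were not tested.

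Features that met the study's criteria were mostly higher in SDHD-ESR. The share was 87.1% as deposited and 47.3% after centring, but centring by itself pulls the share towards balance, so this fall decides nothing. Array offsets left in the values and a general rise of transcripts in SDHD-ESR could each give the excess. They cannot be told apart, because the array medians differed by 0.26 with an exact permutation p of 0.4286.

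Other splits of the 8 arrays were fitted in the same way. For SDHD-ESR against +/- as deposited, 2 of 35 splits gave as many features as the real 2, and the highest other, the split by slide, gave 12180, so chance cannot be excluded. A split with that many calls points to a structure of the samples by slide. After centring the real split gave 6 and the highest other 1 (1 of 35 as large, the smallest share these splits can give). The 6 include repeated features of Tex12 and of Kynu. Not all of these splits keep the balance over slides, and those that do are too few to exclude chance, as given below. With the slide as a block as well the centred count was 2. For the study's criteria, with the larger count of a split and its mirror, the real count was 303 and the highest other 16650, again the split by slide (5 of 35 as large). After centring it was 1473 and the highest other 3374, the split by slide (2 of 35 as large), so chance cannot be excluded in either; with the slide as a block the centred count was 1815. For called gene lists the real number was 13 and the highest other also 13, reached by the split by slide and by other splits (4 of 35 as large). After centring it was 14 against 20 (6 of 35), so chance cannot be excluded in either.

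The real groups had 2 arrays each on each slide, as did 18 of the splits, which are too few for a share under 0.05. Among these, SDHD-ESR against +/- gave the real 2 against a highest other of 0, and 6 against 0 after centring (1 of 18 as large each). The study's criteria gave the real 303 against 127, and 1473 against 882 after centring (1 of 18 each). The real 13 lists stood against 13 (2 of 18 as large), and the real 14 after centring against 12 (1 of 18).

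Pdk1 in SDHD-ESR lay at 0.78 ± 0.31 against the pool as deposited with the sign turned (SD, n = 4). That is opposite in sign to the value quoted from the study above. Vegfa had features at 0.73 and 0.62 in SDHD-ESR. They are likewise opposite in sign to the quoted value. Slc2a1, the gene of GLUT1, lay at 1.07 ± 0.34 in SDHD-ESR. The accession the study lists for Glut1 is named Poglut1 in the platform annotation, a different gene, so the quoted array value gives no direction for Slc2a1. Poglut1 lay at 0.45 ± 0.55 in SDHD-ESR, opposite in sign to the quoted value. Ldha had a feature at 0.13 ± 0.51 in SDHD-ESR. That is lower than the quoted value. The other Ldha features lay within 0.01 of 0 on 5 of 8 arrays, as saturated spots would, and cannot be set against it. Hk2 lay at -0.02 ± 0.65 in SDHD-ESR. That is opposite in sign to the quoted value. The quoted sizes for Pdk1, Vegf, Glut1 and Hk2 are met with the opposite sign by Pdk1, a Vegfa feature, Poglut1 and Hk2. Those of Sdhd and Cdkn1a are met with the same sign, which for Sdhd follows from turning all values on that gene.

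Centred values of the named genes, array medians, shares of whole numbers and of values near 0, and means of called lists were tested for a lone extreme value in a group of 4 (Dixon's test at its 95% critical value). Of these 117 groups 0 passed, where about 5.9 would by chance.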
